A study of Mus musculus with 8 samples. Its data were reported in "Autophagy induction promoted by m6A reader YTHDF3 through translation upregulation of FOXO3 mRNA" (2022).

How the data were processed

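MeRIP-seq libraries were made from MEFs grown in full medium (control) or in nutrient-deprived medium for 2 h (starved). There were 2 replicates per group, each with an IP and an input library, giving 8 samples. Samples were grouped by their GEO titles, which give the treatment, the replicate number and the kind of library. Processed values were used for the 4 IP libraries, and the input libraries entered only through the authors' peak calling.

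Per the study's methods and the labels, mRNA was purified from total RNA, m6A-containing fragments were pulled down with a commercial m6A immunoprecipitation kit, and strand-specific libraries were sequenced as paired-end reads. The authors trimmed reads with Cutadapt, aligned them to mm10 with HISAT2, called peaks per IP library with MACS2 against the matching input, and kept peaks that overlap mRNA exons. The column names of the deposited peak lists are those of MACS in an earlier series of versions than the methods name, so the exact caller version is uncertain. Differential sites were called by the authors with diffReps. Whether the replicates were pooled there, and whether input libraries entered, is not stated.

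In the peak lists, the deposited fold enrichment of a peak is a ratio of IP to local input background computed by the authors, relative to each library's own input. The deposited score of a peak is minus 10 times log10 of its p-value, from 50.01 upwards in these lists, with a limit at 3100 that many peaks reach. The authors give a false discovery rate as a percent for every peak. In the authors' deposited table of differential sites, the fold change is a ratio between groups that is above 1 in both directions, with the direction in a column of its own. That deposited table also holds a p-value, an adjusted p-value and a score equal to −log10 of the p-value. Fold, score and rate of a peak are the authors' values throughout. They were used to describe, rank and filter peaks within a list and, as medians, to compare libraries. 0 columns of per-sample values were left unmapped.

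The files give no reads or depths, so no depth per library, counting error of a peak or limit of detection could be computed. A deeper library or a library with a deeper input gives smaller p-values and more peaks at the same enrichment, and absence of a peak is not absence of m6A. Wilson intervals (95%) on shares of peaks or sites cover counting of peaks only.

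Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, samtools 1.23.1 and blastn 2.17.0. Gene models were GENCODE release M21 and RefSeq GRCm38.p6, both on GRCm38, the assembly of mm10. Older gene names in the lists were replaced by current symbols through the gene identifiers in the files, in 1283 of 38705 entries. Peaks were compared as deposited, with 1 bp of overlap counted as shared. No peaks of the same list overlapped. Coordinates are given from 1. Peak starts count from 0 in the lists and were raised by 1. In the differential table most starts (3134 of 3655 sites) end in the digit 1, as windows counted from 1 do, and were kept when the end was a multiple of 10. Other starts were raised by 1, so a site start is uncertain by 1 bp.

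Overlap was measured as a Jaccard index in bp over the 6 pairs of libraries. Merged regions were unions of overlapping peaks over the 4 libraries. A differential site had replicated support when it overlapped a peak in both libraries of the raised group and in neither library of the other group. Each peak was placed on a coding transcript by its centre, in the 5′ UTR, the coding sequence, the window of 100 nt either side of the stop codon, or the 3′ UTR. The share under uniform placement was the mean share of each transcript's length that the stop codon window takes. From 5.24% to 6.05% of the peaks of a library could not be placed and were left out of that step. GGAC was counted in 200 bp of spliced transcript at each peak centre and in 10 windows per peak moved to peak-free positions of the same transcript (random seed 7). The library was the unit of replication. Groups were compared by two-sided exact permutation over the 3 distinct splits of the 4 libraries, with 0.333 as the smallest p, so that no comparison between groups could reach 0.05. The study tested fold enrichment over single peaks. Here the median per library was tested, since peaks of the same library are not replicates. Counts of genes or sites were compared by two-sided Fisher's exact tests. Simulated data with known answers (15 quantities, 5000 simulated regions and 2000 simulated transcripts) were used to test part of these steps, and 15 were recovered. They covered counts of merged regions, the Jaccard index, exact tests, GGAC windows, transcript positions and the stop codon window. Fisher's tests, support of sites, uniform placement and medians of fold enrichment were not among them.

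Named sites followed a rule set in advance: all peaks and sites of the 7 genes the study singled out, in full for Foxo3, then the 3 higher and 3 lower sites with the largest fold among those with replicated support, and the m6A writers, erasers and readers as a summary. The list of 65 autophagy genes and the list of 19 m6A machinery genes were written from general knowledge.

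Alternatives included peaks with at least 4-fold enrichment, peaks with a p-value at least 100 times smaller than the largest deposited value, an equal number of peaks per library (8974, those with the smallest p-values), an overlap of at least 50% of the shorter peak, merging of peaks within 100 bp, other windows and motifs, other backgrounds, leaving out each library in turn, and pairing by replicate number. Signal along transcripts, reads and input levels were not analysed here.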

Results

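N6-methyladenosine (m6A), a methyl mark on adenosines of mRNA, was profiled by MeRIP-seq in mouse embryonic fibroblasts (MEFs), primary cells cultured from C57BL/6 embryos. In MeRIP-seq, fragmented polyadenylated RNA is pulled down with an antibody against m6A, and the immunoprecipitated (IP) library is sequenced beside an input library made without the antibody. The 8 samples formed 4 groups of 2 replicates each: control IP, control input, starved IP and starved input. Starved cells were kept in nutrient-deprived medium for 2 h. The study asked which mRNAs gain or lose m6A when nutrients are withdrawn, and whether transcripts of autophagy genes are among them. Each of the 4 IP libraries had its own list of peaks, called by the authors over the matching input. A further table held the authors' own comparison of the groups. None of these files gives reads or depths, so the sequencing depth of each library is unknown.

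The control IP libraries held 10103 peaks (replicate 1) and 9871 peaks (replicate 2), a mean of 9987 ± 164 (SD, n = 2). After starvation the lists held 9757 peaks (replicate 1) and 8974 peaks (replicate 2), a mean of 9366 ± 554 (SD, n = 2). The difference in means was -621.5 peaks, with a two-sided exact permutation p of 0.333 (n = 2 per group). With 2 libraries against 2, this is the smallest p the test allows, so no comparison of the libraries here could reach 0.05. Every starved list was shorter than every control list, but the difference was close to the SD of the starved replicates. Among the alternatives that kept all 4 libraries it moved most with peaks of at least 4-fold enrichment only, to -408.5 (exact p 0.667), and without starved IP replicate 2 it was -230. The peaks were assigned to 6387 and 6170 genes in the control libraries and to 6159 and 5839 genes in the starved libraries. They covered 4.59 ± 0.228 Mb in control cells and 4.59 ± 0.477 Mb in starved cells (SD, n = 2 each).

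The lists were not strict by their own false discovery rate. No peak in any of the 4 lists had a deposited rate under 5%. The lowest rate was 5.88% and 8.85% in the control libraries and 5.56% and 7.51% in the starved libraries. The share of peaks with a rate under 20% was 49.3% ± 5.39 in control and 61.1% ± 2.77 in starved libraries (SD, n = 2 each).

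**Figure D1:**
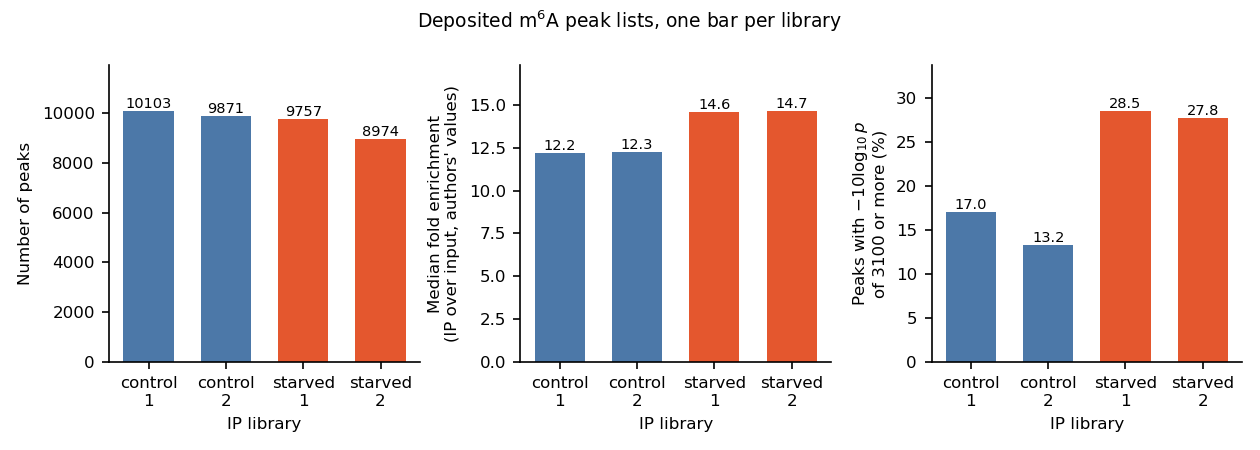
Bars give, for each of the 4 IP libraries (control in blue, starved in orange), the number of deposited peaks, the median fold enrichment of IP over input as the authors computed it, and the percent of peaks whose score (minus 10 times log10 of the p-value) is 3100 or more. Both starved libraries have fewer peaks, a higher median fold enrichment (14.6 and 14.7 against 12.2 and 12.3) and more peaks at that limit (28.5% and 27.8% against 17% and 13.2%).

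To ask whether replicates share more of their peaks than libraries of different groups do, the overlap of each of the 6 pairs of libraries was measured as the Jaccard index, the length covered by both lists over the length covered by either. It was 0.286 for the control replicates and 0.295 for the starved replicates. For the 4 pairs that joined a control with a starved library, it ranged from 0.260 to 0.298 (mean 0.278 ± 0.0156, SD over pairs, which share libraries). The mean within groups exceeded the mean between groups by 0.0130 (two-sided exact permutation p 0.333, n = 2 per group). The other 2 ways of splitting the 4 libraries into pairs gave -0.00410 and -0.00894. The difference was thus smaller than the SD between pairs, and it changed sign to -0.00197 without starved IP replicate 2. With stricter or equal lists of all 4 libraries the difference in Jaccard index stayed between 0.0128 and 0.0137. Measured instead as the share of peaks that overlap by at least 50% of the shorter peak, the difference was 0.0123.

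Merging the peaks of all libraries that overlapped by at least 1 bp gave 21168 regions. Of these, 11895 (56.2%) had a peak in 1 library only, 4437 (21%) in 2 libraries, 2579 (12.2%) in 3 libraries and 2257 (10.7%) in all 4 libraries. Regions called in both starved libraries and in neither control library numbered 677. Regions called in both control libraries and in neither starved library numbered 879. The same count for the 4 mixed pairs, which join a control with a starved library, ranged from 619 to 825 with a mean of 720.25. The starved pair therefore ranked 5 of 6 and lay within the range of the mixed pairs, and the control pair ranked 1. When each list was reduced to its 8974 best-scoring peaks (smallest p-values), the starved pair held 728 regions of its own (rank 1) and the control pair held 720 (rank 2), against 656 to 707 for the mixed pairs. The order of the pairs thus moved with the length of the lists.

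**Figure D2:**
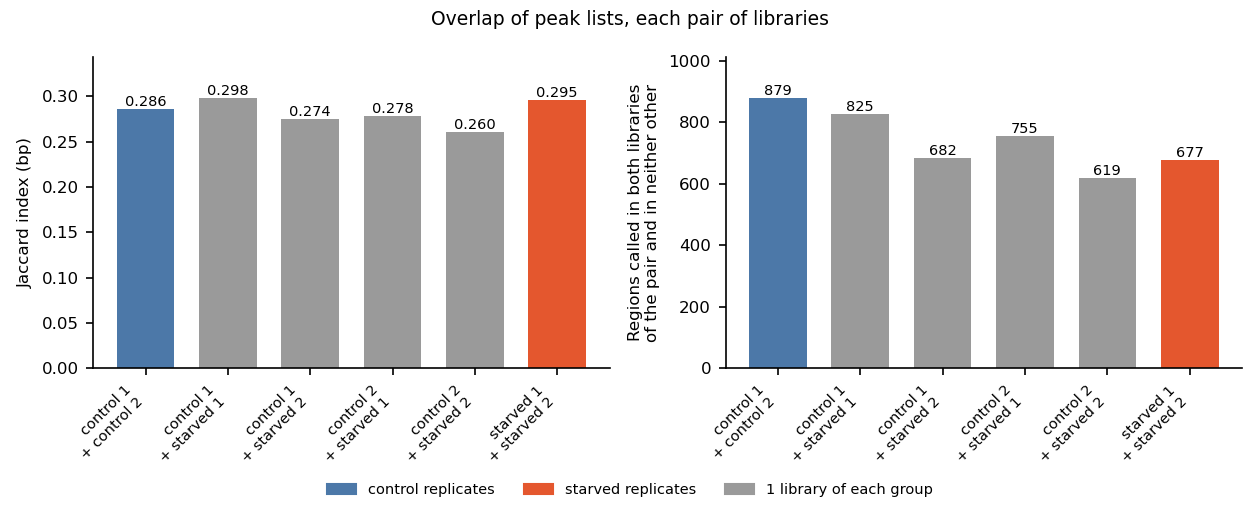
For each of the 6 pairs of libraries, the left panel shows the Jaccard index of their peaks (shared over total length in bp) and the right panel the number of merged regions called in both libraries of the pair and in neither of the others. The starved replicates (orange, 0.295 and 677 regions) lie within the range of the pairs of different groups (grey), and the control replicates (blue) have 879 regions.

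To compare the strength of m6A enrichment, the authors' fold enrichment of each peak was summarised by its median per library. Each value is relative to the library's own input, and no scaling between libraries was applied. The median fold enrichment was 12.2 ± 0.0424 in control libraries and 14.6 ± 0.0778 in starved libraries (SD, n = 2 each). On the log2 scale the medians differed by 0.26, against SDs of 0.0050 and 0.0077 between replicates (two-sided exact permutation p 0.333, n = 2 per group). Both starved libraries lay above both control libraries. The alternative that moved this difference most was an equal number of peaks per library, which gave 0.14. In the 2257 regions with a peak in all 4 libraries the difference in library medians was 0.25. Region by region, the median difference there was 0.10, and 54.2% of these regions had a higher mean in starved cells. Both starved values exceeded both control values in 516 of these regions (22.9%), and the opposite held in 407 (18%). By chance each would take 16.7%, and the other 2 splits of the libraries gave 304 to 370 regions each way.

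The deposited peak score, minus 10 times log10 of the p-value, has an upper limit. A score of 3100 or more was held by 1717 and 1306 peaks in the control libraries and by 2785 and 2491 peaks in the starved libraries. As a share of each list this was 15.1% ± 2.66 in control and 28.2% ± 0.556 in starved libraries (SD, n = 2 each), a difference of 13.04 percentage points (two-sided exact permutation p 0.333, n = 2 per group).

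Which sites the authors called as changed was taken from their own comparison. The authors' deposited table lists 3655 sites, of which 1853 (50.7%) are higher and 1802 (49.3%) are lower after starvation. In the authors' deposited table the higher sites belong to 1559 genes and the lower sites to 1554 genes, with 339 genes in both. The median fold change in the authors' deposited table is 12.5 (quartiles 4.37 and 324) for higher sites and 87.5 (quartiles 8.73 and 508) for lower sites. Folds of at least 100 are given by the authors' deposited table for 627 higher sites (33.8%) and 860 lower sites (47.7%). The table has no read counts, so it does not show whether the lower group was near 0 at such a site, where a ratio has no upper bound. The largest p-value in the authors' deposited table is 9.95e-06 for higher and 9.76e-06 for lower sites. Which libraries entered that comparison, and whether replicates were pooled, is not stated. The study's methods mention a choice of peaks that overlap mRNA exons. They do not say whether this or another filter was applied to the table of sites. The table is shorter than the set of changed peaks the study describes, so a gene with no site in it may still have been called there.

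These sites were then set against the 4 peak lists, which give a presence or absence in every library. Of the 1853 higher sites, 520 overlapped a peak in both starved libraries and in neither control library, a share of 28.1% (95% Wilson interval 26.1 to 30.2). With the groups exchanged, 672 of the 1802 lower sites, 37.3% (95% Wilson interval 35.1 to 39.5), overlapped a peak in both control libraries only. The shares differed, with an odds ratio of 0.656 (two-sided Fisher's exact test over sites, p 2.94e-09). Sites are not independent replicates of the groups, and with an equal number of peaks per library the shares were 29.9% and 31.8%. Requiring only a peak in both libraries of the raised group, whatever the other group showed, gave 79.0% for higher and 77.7% for lower sites. The opposite pattern was found for 0 higher sites and 1 lower site. Sites with a peak in all 4 libraries made up 469 of the higher and 332 of the lower sites in the authors' deposited table, with median folds of 3.99 and 5.18. For sites with the replicated pattern the median fold in the authors' deposited table was 471 (higher) and 327 (lower). Seen from the peak lists, 61.9% of the 677 regions called only in the starved replicates held a higher site. Of the 879 regions called only in the control replicates, 64.3% held a lower site. For the 4 mixed pairs, 1.94% to 3.05% of regions held a site of a given direction. Sites and peaks come from the same samples, and a comparison of groups tends to select regions called in 1 group only. This contrast and the rarity of the opposite pattern are therefore expected by construction, and they are no independent support for the sites.

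Among sites with the replicated pattern, the 3 with the largest fold in each direction were examined (genome build mm10, GRCm38). The largest increase in the authors' deposited table lies in Insr on chromosome 8, from 3258383 to 3258860, in the coding sequence, with a fold of 7882 (p 4.07e-09). Its peaks had fold enrichments of 16.6 and 78.5 in the starved libraries. The next 2 higher sites in the authors' deposited table are both assigned to Gm14431 on chromosome 2, from 175918381 to 175918740 (fold 6855) and from 175690981 to 175691340 (fold 6374). Neither is in a coding exon of the annotation, and RefSeq places their centres in exons of Zfp966 and Gm4724. Each sequence has 20 copies on chromosome 2 at 95% identity or more over at least 90% of its length, so reads could be shared between them and both sites are uncertain. The largest decrease in the authors' deposited table lies in the coding sequence of Mfhas1 on chromosome 8, from 35590722 to 35591358 (fold 6748, p 1.7e-11). It is followed in the authors' deposited table by Arf6 on chromosome 12, from 69375281 to 69375660, in a RefSeq exon outside the coding sequence (fold 5453, p 4.12e-09). The third lower site in the authors' deposited table is in the coding sequence of Lrig1 on chromosome 6, from 94608709 to 94609020 (fold 4413, p 3.77e-08). The peaks under the Arf6 site were weak, with fold enrichments of 6.17 and 4.06 in the control libraries.

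The position of peaks along coding transcripts was compared between groups, with each peak placed by its centre. In control libraries 4.61% ± 0.357 of peaks fell in the 5′ UTR, 45.7% ± 1.37 in the coding sequence, 12.7% ± 0.518 within 100 nt of the stop codon and 37.0% ± 1.21 in the rest of the 3′ UTR (SD, n = 2). The starved libraries had 4.96% ± 0.357, 46.6% ± 1.00, 12.4% ± 0.276 and 36.1% ± 1.08 in the same order (SD, n = 2). The share at the stop codon was 2.17 ± 0.0847 times that of uniform placement along the same transcripts in control and 2.14 ± 0.0518 times in starved libraries (SD, n = 2 each). Between groups the share at the stop codon differed by -0.282 percentage points (two-sided exact permutation p 0.667, n = 2 per group), less than the SD of the control replicates. Without control IP replicate 1 the difference had the opposite sign (0.0844 points). Differences for the other 3 segments, from -0.901 to 0.836 points, were also within the SDs between replicates. Higher sites fell at the stop codon in 10.4% of cases (95% Wilson interval 9.09 to 12) and lower sites in 12.7% (11.2 to 14.3). Fisher's exact test (two-sided, over sites) gave an odds ratio of 0.804 and a p of 0.0422, or 0.164 after Benjamini-Hochberg adjustment over the 4 segments. None of the 4 segments passed 0.05 after adjustment.

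**Figure D3:**
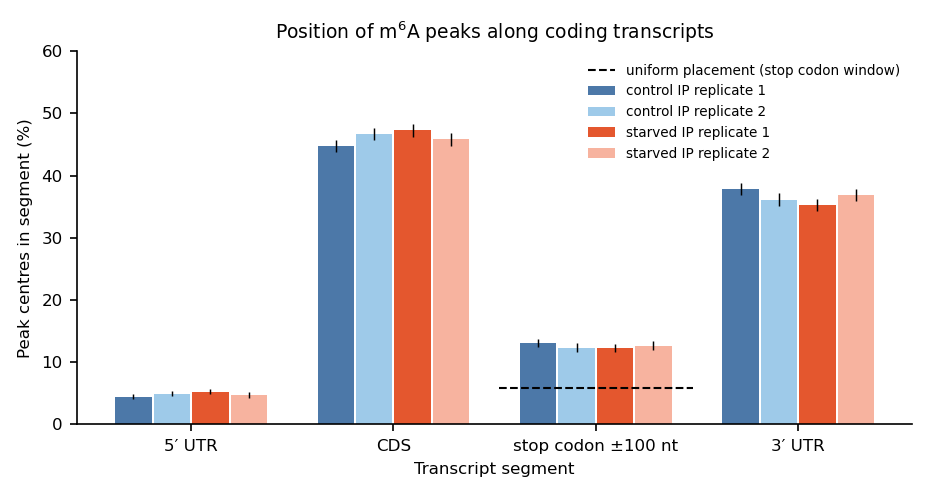
Percent of peak centres in each transcript segment for the 4 IP libraries, with 95% Wilson intervals as vertical lines and the share under uniform placement at the stop codon as a dashed line. The stop codon window holds 12.2% to 13% of peaks in every library, above the 5.77% to 5.83% of uniform placement. The groups overlap in each segment.

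The GGAC motif, a common sequence context of m6A, was counted in windows of 200 bp at peak centres on the transcribed strand. GGAC was present in 62.7% ± 1.10 of windows in control and 64.5% ± 0.0693 in starved libraries (SD, n = 2 each). Windows moved to peak-free positions of the same transcripts held it in 52.2% ± 0.706 and 53.1% ± 0.201 of cases. The ratio of peak to moved windows was 1.20 ± 0.00480 in control and 1.21 ± 0.00329 in starved libraries. The groups differed by 0.0129 in this ratio (two-sided exact permutation p 0.333, n = 2 per group). With windows of 100 bp the difference in ratio was 0.0287, and the ratios in single libraries ran from 1.27 to 1.31.

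The study singled out 7 genes annotated to autophagy: Foxo3, Zfyve1, Zfyve26, Sesn2, Ddit3, Bmf and Ap4m1. All 7 had a peak in at least 1 library, and 4 of them had peaks assigned to them by the authors in all 4 libraries. Of these genes, 5 have higher sites (8 sites in all) and 0 have lower sites in the authors' deposited table. Bmf and Zfyve26 have no site there. The folds of the 8 higher sites in the authors' deposited table run from 2.22 (Sesn2) to 203 (Zfyve1). The peak under that Zfyve1 site, in the 3′ UTR on chromosome 12 from 83547021 to 83547400, was called in starved IP replicate 1 only. None of the 8 sites had the replicated pattern of a peak in both starved libraries and in neither control library. The Ddit3 site and the Zfyve1 site in the 5′ UTR had a peak in both starved libraries and in control IP replicate 1. Fold enrichments at Ddit3 were 5.33 in that control library and 8.18 and 10.1 in the starved libraries. At Zfyve1 they were 4.85 in that control library and 22.7 and 7.35 in the starved libraries. Of the 5 sites with a peak in all 4 libraries, 1 had both starved fold enrichments above both control values (by chance 16.7%). This was the Ap4m1 site on chromosome 5, from 138178382 to 138178708 near the stop codon, with 5.5 and 8.42 in control and 27.5 and 15.2 in starved libraries. The peak of 5.5 in control IP replicate 1 overlaps this site but is assigned to Taf6, not Ap4m1, in its list, so the comparison at this site is uncertain. The peaks of the 7 genes formed 19 merged regions. Among them, a Zfyve26 region on chromosome 12, from 79233136 to 79234169, had a peak in all 4 libraries and went the other way from Ap4m1. Its fold enrichments were 24.9 and 81.3 in control and 22.2 and 14.4 in starved libraries (replicates 1 and 2). Of the 19 regions, 1 had the replicated starved pattern and 0 had the reverse pattern. It lies in the Bmf 3′ UTR on chromosome 2, from 118531386 to 118532544, with fold enrichments of 12.1 and 32.5 in the starved libraries. The peaks merged there overlapped only at their ends. In starved IP replicate 1 the peak ran from 118531858 to 118532544, with its centre 358 nt after the stop codon. In starved IP replicate 2 it ran from 118531386 to 118532007, with its centre 862 nt after the stop codon. The region is thus replicated under the rule of 1 bp of overlap, but the peaks need not mark the same place.

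Foxo3 encodes a transcription factor and lies on the minus strand of chromosome 10. Its 11 peaks over the 4 libraries had fold enrichments from 5.13 to 41.8 and formed merged regions at the places of the higher sites and at 3 other places. A Foxo3 peak in the 3′ UTR was called in starved IP replicate 1 only, from 42185772 to 42186277, with its centre 307 nt after the stop codon and a fold enrichment of 25.15 at the score limit of 3100. Further Foxo3 peaks in the 3′ UTR were called in control IP replicate 2 only, from 42181901 to 42182468 (fold enrichment 5.13) and from 42182506 to 42182911 (fold enrichment 7.7). A first higher site in the authors' deposited table lies in the Foxo3 3′ UTR, from 42183121 to 42183640, with its centre 2951 nt after the stop codon and a fold of 2.92 (p 4.7e-06). A second higher site in the authors' deposited table spans the Foxo3 stop codon, from 42196268 to 42196700, with a fold of 4.54 (p 1.15e-06). The stop codon itself is at 42196501 to 42196503 in the longest transcript. Both Foxo3 sites overlapped a peak in all 4 libraries. At the 3′ UTR site of Foxo3 the fold enrichments were 26.2 and 17.7 in the control libraries and 16.3 and 41.8 in the starved libraries (replicates 1 and 2). The peaks over the stop codon of Foxo3 had 8.09 and 19.6 in control and 15.5 and 28.3 in starved libraries. These peaks were longer than the site, with 540 and 957 bp in control and 1280 and 964 bp in starved libraries. Their centres lay at -36 and -244 nt from the stop codon in control and at -406 and -248 nt in starved libraries. Each value belongs to the whole peak, so it cannot be assigned to the site. For the whole peaks over each site the groups overlapped, so no difference beyond the spread between replicates was detectable from the peak lists. A change confined to the site itself could be missed in this way. The 3′ UTR site of Foxo3 holds 3 GGAC motifs, with the central A at 42183626 (TTGGGACCCTG), 42183516 (TGTGGACCTTC) and 42183305 (CTAGGACTGAC). The site at the stop codon holds 2 GGAC motifs, both in the coding sequence, with the A at 42196688 (CTTGGACCTGG) and 42196682 (CCTGGACATGT).

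**Figure D4:**
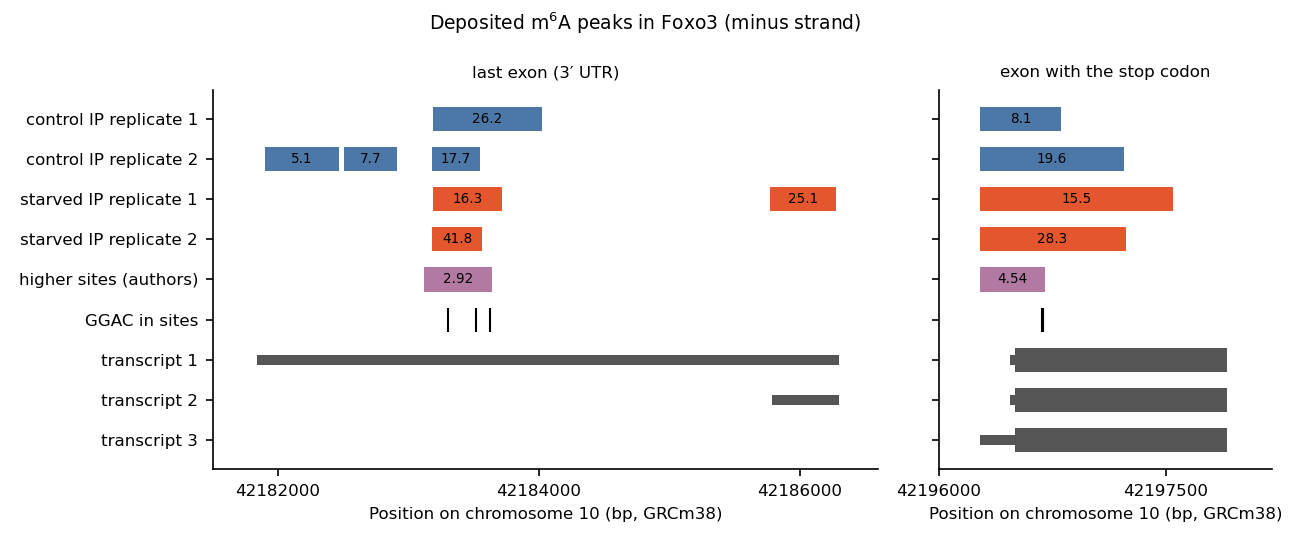
Peaks of the 4 IP libraries in the last exon and in the exon with the stop codon of Foxo3 (x axis, position in bp on chromosome 10), with the fold enrichment written in each bar, the authors' higher sites with their fold change, GGAC motifs within those sites and transcript models (thick, coding sequence). Each of the 2 higher sites overlaps a peak in all 4 libraries. The whole peaks have fold enrichments from 16.3 to 41.8 over the 3′ UTR site and from 8.09 to 28.3 over the stop codon.

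Genes of the m6A machinery were examined as a further list of 19 genes (writers, erasers and readers), fixed in advance. Of these, 16 had a peak and 12 had peaks in all 4 libraries. Higher sites (8) fall in 7 of them and lower sites (7) in 7 of them in the authors' deposited table, with 3 genes in both. By class, 4 of 9 writers, 1 of 2 erasers and 2 of 8 readers have a higher site in the authors' deposited table, and 2, 1 and 4 have a lower site. Of the erasers, Alkbh5 has the higher and Fto the lower site, and the reader Ythdf3 has 1 higher site in the authors' deposited table. The writer Mettl3 had 0 peaks in each of the 4 lists.

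Whether autophagy genes were over-represented among genes with a higher site was tested with a list of 65 autophagy genes, which leaves out the 7 genes above. Of these, 58 had a peak in at least 1 library. The list made up 10 of the 1559 genes with a higher site (0.641%) and 48 of the 8238 other genes with a peak (0.583%). The odds ratio was 1.10 (two-sided Fisher's exact test, p 0.721, exact 95% interval 0.496 to 2.21). Adding the 7 genes, which the study chose on these samples and which are therefore not independent evidence, gave 1.59 (Fisher's exact test, p 0.124). Among genes with a lower site the odds ratio was 0.727 (Fisher's exact test, p 0.587). No over-representation was detected under these settings, but the interval leaves room for a 2.21-fold excess. The test covers only the sites listed in the authors' deposited table, where 2 of the 7 genes have no site, so it cannot rule out an over-representation in a fuller list.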

Values the study reported

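The study reported 2811 m6A peaks that were higher and 2552 that were lower after nutrient starvation. It reported that 86 peaks were shared between the hypermethylated set and targets with increased YTHDF3 binding, and that 7 genes among them were annotated to autophagy.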

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

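Of the tests in this part, both were chosen only after the result was seen. The score limit of the peak lists belongs to no comparison that the study's design implies, and it was set apart here because it split the groups. The share of peaks at the limit (a score of 3100 or more) was 17% and 13.2% in the control libraries and 28.5% and 27.8% in the starved libraries, a difference of 13.04 percentage points. Both starved libraries lay above both control libraries, and the difference was larger than the SDs of 2.66 and 0.556 points between replicates. With 2 libraries per group the smallest two-sided exact permutation p is 0.333, so the difference is a description of these libraries.

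The tables argue against shorter lists as the cause. A list with fewer weak peaks has a larger share of strong peaks, but with 8974 peaks in every library the difference was still 12.6 points (16.8% in control and 29.4% in starved libraries).

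Sequencing depth stays open. A deeper IP or input library gives smaller p-values at the same fold enrichment. Among peaks with a fold enrichment from 4 to 8, the median score was 259 and 190 in the control libraries and 269 and 214 in the starved libraries. The SD between replicates was 2.58 times the difference between the groups there, so a depth effect and a true rise in enrichment cannot be told apart with these files. What keeps it open is that no file gives a depth and that the control replicates themselves differ widely at matched enrichment. A rise of m6A after starvation, which the design names, was not tested here as the cause of this difference. The study measured m6A separately, by mass spectrometry of polyadenylated RNA, and reported a significant increase upon starvation. Whether that increase produced the difference at the score limit cannot be told from the peak lists. The authors' settings for input scaling in the peak calling are a further open point that no value here addresses.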

How the results depend on the processing

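All alternatives were chosen before the data were examined, and none was added later. Apart from the correlation between same-numbered libraries, the tests quoted in this part are those of the report under another setting. None of those was chosen only after the result was seen. Over the results compared, 89 alternative values were computed: 64 kept their direction and side of the threshold or moved by less than the spread, 22 moved further and 3 reversed. With 2 libraries per group no comparison of libraries reaches 0.05 in any setting, so an unchanged side of the threshold says nothing about stability there.

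The difference in the number of peaks stayed negative with peaks of at least 4-fold enrichment (-408.5) and with p-values 100 times smaller (-504), and ran from -1013 to -230 over the fits that each left out one library. Merging overlapping peaks within a list tested nothing, as no list holds any. The difference in median log2 fold enrichment stayed positive in all settings, from 0.25 to 0.26 when one library was left out and down to 0.14 with an equal number of peaks per library. The number of sites the authors called stayed within 1.5 times its main value under 4 alternatives in each direction.

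The excess of overlap within groups over that between groups ran from -0.00197 to 0.0264 with one library left out, and the negative value was the one without starved IP replicate 2. The stop codon difference ran from -0.648 to 0.0844 points, with the positive value without control IP replicate 1. Both values lie within the spread of the pairs or replicates, and the cause was not tested. For the GGAC ratio the range was 0.00951 to 0.0163, and DRACH, the wider motif, was in nearly every window (98.2% to 98.5%), which leaves it no room to differ.

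Regions called only in the starved replicates numbered 1251 to 3724 with one library left out, and regions called only in the control replicates 1488 to 4093. Fewer libraries make both conditions easier to meet, so these counts rise by construction. The same holds for the sites with replicated support, at 32.6% to 41% of higher and 43.1% to 48.9% of lower sites. Support without a condition on the other group was 79.0% for higher and 77.7% for lower sites, again because a condition was dropped. An overlap of at least 50% of the shorter peak gave 34.3% and 44.6%. For lower sites, support was 34.5% with peaks of at least 4-fold enrichment and 31.8% with an equal number of peaks. An equal number of peaks shortens both control lists by construction, which leaves fewer control peaks to lend support. The cause of the other moves was not tested.

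The autophagy odds ratio was above 1 in the 3 other settings that used higher sites, from 1.01 to 1.59. It was 0.727 for genes with a lower site, which is another set of genes. Fisher's exact p ranged from 0.124 to 1 over the alternatives.

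The labels give libraries with the same replicate number nothing else in common, so they were not treated as pairs. Across regions with a peak in all 4 libraries, the deviations of same-numbered libraries from their group means had a correlation of -0.0173, so fold enrichment there showed no shared deviation by number. As a replicate block (paired, exact sign-flip test with a smallest p of 0.5), the differences were -621.5 peaks (exact p 0.5), 0.26 in log2 fold enrichment (exact p 0.5), -0.282 points at the stop codon (exact p 1) and 0.0129 in the GGAC ratio (exact p 0.5). The block changed no call.

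Alternatives that use the summit of a peak, for the stop codon and for GGAC, were not run because the files give no summit. The unknown depth limits every count of peaks and every absence of a peak.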

Other observations

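Of the tests in this part, those on an equal number of peaks as a part of the cause, on same-numbered libraries, on the score of peaks found in 1 library, on genes with no peak in the lower group and on sites at least 1000 bp apart were chosen only after the result was seen.

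The number of higher sites in the authors' deposited table was 1853. That is lower than the value quoted from the study above. The lower sites in the authors' deposited table numbered 1802, which also is lower than the value quoted. Whether the table was filtered further than the set behind those values is not known, so every site count here, and every gene without a site, holds for this table only.

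The median fold enrichment was higher in both starved libraries. A loss of weakly enriched peaks from the starved lists would raise the median without any change at shared peaks. Against it as the whole cause, the difference in regions with a peak in all 4 libraries was 0.25 on the log2 scale, beyond a spread between replicates of 0.046. As a part of the cause it stays open: with an equal number of peaks per library the difference was 0.14, against a spread of 0.082 between replicates. That setting drops weak peaks mainly from the longer lists and so narrows the gap by construction, and the contribution of list length and a difference at shared peaks cannot be told apart by it. With the highest peak per region the medians differed by 0.21, while the typical region differed by only 0.10 and 54.2% of regions were higher, so the shift was not shared evenly by the regions. Greater depth of the starved libraries would raise scores at matched enrichment. At fold enrichments of 4 to 8 the mean of the library medians was 1.08 times as high in starved as in control libraries. This difference was smaller than that between the control replicates. The test compares scores at matched enrichment, so it cannot decide between depth and a rise in m6A for the median fold enrichment. The study reported a rise in m6A after starvation by mass spectrometry. These lists leave open whether it contributed to the higher median.

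Replicates overlapped little more than libraries of different groups. Random loss of peaks near the calling threshold may explain part of this: peaks found in 1 library only had a median score 0.281 times that of peaks in regions of all 4 libraries. It is not enough as the whole cause, since 54.6% of the peaks found in 1 library only scored at least 500 and only 8.18% scored under 100. Even peaks at the score limit were shared with the replicate in 68.0% of cases on average (59.3% to 75.7% over the libraries) and with a library of the other group in 66.5% (58.9% to 74.3%). That all peaks found in 1 library lack m6A is argued against, since their windows held GGAC 1.13 times as often as moved windows (59.5% against 52.6%). This ratio rose with the number of libraries, to 1.21, 1.25 and 1.28 for peaks in 2, 3 and 4 libraries. A large part of the single-library peaks without m6A is therefore not excluded, and a mean ratio cannot give its size. Joint processing of same-numbered libraries stays open for the overlap of the lists, although the fold enrichment of shared regions showed no deviation common to a number (under the processing alternatives above). Their mean Jaccard index was 0.279 against 0.283 for the other 4 pairs, but the replicate 1 pair had the highest index of all 6 pairs (0.298) and the replicate 2 pair the lowest (0.260), so the mean decides nothing. What lowers the overlap of strong peaks between replicates was not found.

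Many differential sites with replicated support have folds of 100 or more in the authors' deposited table. A transcript that is absent from the lower group would give such folds with no change in methylation. Of 841 such sites with a fold of at least 100, 43.4% (95% Wilson interval 40.1 to 46.8) lie in genes with another peak in both libraries of the lower group, which an absent transcript forbids. This is close to the share over all genes with a peak, 44.8% for the control and 42.0% for the starved libraries. For the 27.5% of sites whose gene has no peak in either library of the lower group, an absent transcript and an absent mark cannot be told apart, because the files give no input levels. That all of the sites with a fold of at least 100 lack m6A is argued against. GGAC was 1.26 times as frequent at these sites as in moved windows (bootstrap 95% interval 1.19 to 1.33). This mean ratio does not exclude that a part of them lacks it.

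Differential sites went in both directions in near-equal numbers, and 339 genes had both. If changes in transcript level lay behind sites, those of the same gene would tend to go the same way. Of 1239 pairs of sites in the same gene, 54.6% shared a direction, against 50.0% ± 1.42 (SD) with directions shuffled over sites (two-sided permutation p 0.00135). Among 783 pairs at least 1000 bp apart the share was 58.2%, against 50.0% ± 1.79 (permutation p 2e-05, close to the smallest that 100000 permutations can give). The excess is small, and it is consistent with transcript level affecting a minority of sites. A change of methylation along the whole transcript predicts the same, and the test does not separate them.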
